A study of Arabidopsis thaliana with 62 samples.

How the data were processed

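The series holds 62 samples of plastid DNA from membrane and stroma fractions of Arabidopsis chloroplasts, in 2 parts, of which 61 libraries in 18 groups were used. Per the labels' protocols, material was crosslinked with 4% formaldehyde for 4 h. Those of part 1 describe isolated chloroplasts from leaves homogenised in a blender, for the seedling samples too, and those of part 2 describe whole seedlings crosslinked before grinding. The parts were therefore never fitted together. Groups were taken from the titles of the samples. In part 2 the genotype field reads wild type for every sample while title and line name give the mutant, and the title was followed. The labels of part 2 also give a range of ages where the titles give 4 days, and the titles were followed there too. The mutated genes are nuclear, so the genotype itself was not analysed here.

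The deposited values are coverage per base of the plastid genome, 1 column per library, per the file headers in TAIR10 coordinates. All values of the used columns were checked to be whole numbers of 0 or more, with maxima of 5523 in part 1 and 14575 in part 2. How reads were mapped, whether duplicates were removed and how reads shared by both copies of the inverted repeat were placed is stated in no header and was not used here. Read length is not given either, so coverage cannot be turned into fragments and no interval from counts was computed. For chlm stroma replicate 1 of part 2 the column holds the running position in place of coverage, so it was left out. No pair of libraries was identical, and the highest correlation between any pair was 0.993 in part 1 and 0.977 in part 2.

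Coverage was averaged in 309 windows of 500 bp, divided by the library's mean over all windows and taken as log2. No pseudocount was needed because no window or gene had a mean of 0. The planned design foresaw this route for values that are not read counts. Gene bodies were treated the same way, with names and locus tags from the 129 plastid entries of a gene table whose assembly is TAIR10.1. To check that this table and the coverage share 1 coordinate system, the mirror axis of the inverted repeat was computed from each, and both gave 238649, with a correlation of mirrored coverage of 0.9997 in part 1 and 0.997 in part 2. Genes are identified by symbol and locus tag, and positions are those of windows in the coordinates of that mirror axis. In part 2 the position labels run 1 lower than the row count, and in part 1 they equal it. The repeat was located from 15 mirrored gene pairs, since no genome sequence was used here, and for the same reason GC content was not analysed here. The 50 windows of the second repeat copy were left out, because the copies cannot be distinguished in coverage, so 259 windows and 113 genes were tested. The repeat was bounded by the outermost paired genes, so any repeat sequence beyond them was tested and treated as single-copy. The rRNA gene ArthCr091 lies inside the second copy without an exact mirrored partner and was still tested. The rps12 entry ArthCp001 was left out. Values of genes in the repeat stand for both copies. Neighbouring windows share fragments, so windows are not independent. The gene table gives no anticodons, and where a tRNA symbol of the sigma factor 2 list occurs more than once the longest entry was taken. All entries were tested, and other tRNA genes named carry their locus tag where first named.

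Windows and genes were tested with limma 3.58.1 (lmFit, contrasts and eBayes, two-sided) in R 4.3.3, with 1 mean per group and all libraries of a part in the fit, so that the groups of a part share 1 estimate of the spread. Contrasts were membrane minus stroma in each of 9 conditions, and 7 differences of that contrast between conditions. P-values were adjusted by Benjamini-Hochberg within each contrast and called at 0.05. Differences between conditions within 1 fraction came from the same fit. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9. On simulated data, with 50 of 259 windows changed by a log2 of 1 in 10 runs, the fit recovered 99.2% of changed windows for the fraction contrast in part 1 and 97.8% in part 2. For differences between conditions it recovered 92.6% and 92%. False calls made up 3.56% to 4.68% of calls. The simulated noise was independent between windows and between libraries. In the real data 1 direction of uneven coverage carried 65.9% of the spread within groups in part 1 and 85.6% in part 2. The simulated rates therefore do not cover calls that arise from such shared spread.

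A score per library was the mean log2 scaled coverage of 27 photosynthesis genes (psb, psa and pet genes and rbcL) minus that of 7 genes read mainly by the nuclear-encoded polymerase (accD, clpP, rpoB, rpoC1, rpoC2, ycf1, ycf2). Fractions were compared by exact two-sided permutation of the fraction labels, and conditions by exact two-sided permutation of condition labels within each fraction, with Benjamini-Hochberg adjustment over 9 and 7 tests. A further list held 5 tRNA genes known as targets of sigma factor 2. The genes named are 11 fixed ones (psbA, rbcL, psaA, psbB, rrn16S, rrn23S, rpoB, ycf1, ycf2, ndhF, trnE). Added to these are, for each fraction contrast, up to 3 genes with the largest and 3 with the smallest ratio among those past the threshold whose fractions do not overlap. For each difference between conditions they are the 3 largest rises and falls among those past the threshold. The values of 1 gene that this rule selects are not reported here. The highest and lowest window of each contrast are named as well. The genes of the sigma factor 2 list and trnI were singled out in addition, trnI after its values were seen. The rRNA operon ratio is the mean coverage of the operon over that of the single-copy regions, compared by the same exact permutation tests on log2 values.

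Replicate numbers are shared by both fractions in the labels, which do not say that a number marks 1 preparation. Whether numbers pair the fractions was therefore checked by correlating the deviations of same-numbered libraries from their group means across windows. In part 2 every pair had a correlation over 0.1, with ranges of 0.148 to 0.899 in Col0, 0.284 to 0.929 in sig2-2, 0.432 to 0.923 in chl27 and 0.268 to 0.772 in chlm. In part 1 this held for sig6-1 (0.354 to 0.867) and Day (0.472 to 0.586). The alternatives tried were scaling to the median window, windows of 200 and 1000 bp, a pseudocount of 10% of the median window, a filter on low windows, both repeat copies, only the compared groups in the fit, the replicate block, eBayes with trend, a threshold of 0.01, other summaries of the gene lists, and leaving out each library in turn. Added after the data had been seen were 4 settings, namely repeat coverage or library depth as a covariate, replicate number across conditions as a batch in part 2, and removal of the leading axis of the spread within groups. The batch was tried within fractions of part 2 as well, and the replicate block in part 2 alone for the difference of the rRNA operon between parts, both also added late.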

Results

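The series measured how plastid DNA of Arabidopsis thaliana is divided between a membrane fraction and a stroma fraction of formaldehyde-crosslinked chloroplasts, with an assay its labels call SOLINA. Each library is the sequenced DNA of 1 fraction, given as coverage at each position of the plastid genome. Part 1 held 30 libraries in 10 groups of 3. They came from 4-day-old seedlings of the wild type Col0 and of the sigma factor mutants sig2-2 and sig6-1, and from leaves of 14-day-old wild-type plants collected 2 h after the start of light (Day) or after 24 h of darkness (Night). Part 2 held 31 libraries of 4-day-old seedlings of Col0, sig2-2, chl27 and chlm, with 4 replicates per group except 3 for chlm stroma. Sigma factors are nuclear-encoded subunits that direct the plastid-encoded RNA polymerase to promoters, and chl27 and chlm are names of genes of chlorophyll synthesis.

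Summed coverage ranged from 14.7 Mb of sequence (Night membrane replicate 1) to 246.5 Mb (Day stroma replicate 3) per library in part 1, and from 46.2 to 710.3 Mb in part 2. Mean depth per library was 95.4 to 1596 in part 1 and 298.9 to 4598 in part 2. By group in part 1 (mean ± SD, n = 3), membrane and stroma depth were 381 ± 77.3 and 496 ± 199 in Col0, 216 ± 110 and 348 ± 191 in sig2-2, and 707 ± 653 and 307 ± 131 in sig6-1. They were 513 ± 312 and 1246 ± 345 in Day, and 184 ± 99.4 and 731 ± 281 in Night. In part 2 (n = 4, chlm stroma n = 3) they were 656 ± 243 and 3348 ± 1075 in Col0, 1406 ± 1619 and 3675 ± 934 in sig2-2, 989 ± 537 and 2933 ± 915 in chl27, and 753 ± 325 and 3308 ± 773 in chlm. The lowest coverage of any tested 500-bp window was 13.7, in a sig2-2 membrane library of part 1. Coverage counts bases rather than independent fragments, so the replicate spread is the only measure of precision used.

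The first comparison asked which regions of the plastid genome were relatively more covered in the membrane fraction than in the stroma fraction. Coverage of each library was scaled to its own mean, so every ratio is relative to the rest of the same genome. In Col0 of part 1, 178 of 259 windows passed a limma adjusted p of 0.05, 42 higher and 136 lower in membrane. The highest was positions 105501 to 106000, in rrn23S, with a log2 ratio of 1.08 (SE 0.18, limma adjusted p 3.65e-05). The lowest was 96501 to 97000, in ndhB, at -0.83 (SE 0.13, limma adjusted p 1.17e-05). Scaling each library to its median window shifted the median of all windows by 0.29 and gave 94 windows, 60 higher and 34 lower, of which 76 were among the 178. With windows of 200 bp, of which more were tested, 384 of 648 passed. In sig2-2 of part 1, 189 windows passed, 22 higher and 167 lower, and median scaling shifted the median by 0.28 and gave 50 higher and 59 lower. With only its own libraries in the fit, sig2-2 of part 1 had 0 windows past the threshold, with 108 at an unadjusted p under 0.05. The extremes in sig2-2 were 101001 to 101500 in rrn16S (log2 1.02, limma adjusted p 0.000595) and 4501 to 5000, with no annotated gene (-1.15, limma adjusted p 0.0106).

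Fewer windows passed in sig6-1, 39 (12 higher, 27 lower). The block on replicate number gave 69, and the count was 3 without membrane replicate 1 and 4 without stroma replicate 2 or membrane replicate 3. Its highest window was 105501 to 106000 in rrn23S (log2 0.73, limma adjusted p 0.0216) and its lowest 99001 to 99500, with no annotated gene (-0.60, limma adjusted p 0.000415). Median scaling shifted the median of windows by 0.12 and raised the share of higher calls from 30.8% to 75%. In Day, 101 windows passed, 32 higher and 69 lower, and 54 did without stroma replicate 3. Day windows at 105501 to 106000 in rrn23S (1.18, limma adjusted p 4.56e-05) and 113001 to 113500 in rpl32 (-0.75, limma adjusted p 0.00501) were the extremes. The median shifted by 0.14 under median scaling, and the share of higher calls was 51.6% against 31.7%. In Night, 0 windows passed, with 25 at an unadjusted p under 0.05. The highest Night window, 31501 to 32000 with no annotated gene, stood at 0.78 (limma adjusted p 0.240) and the lowest, 71001 to 71500 in clpP, at -0.33 (limma adjusted p 0.388).

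In part 2, where replicate numbers paired the fractions, Col0 had 28 windows past the threshold, 12 higher and 16 lower, and 102 (38 higher, 64 lower) with the replicate block. Median scaling gave 13 higher and 5 lower. Without stroma replicate 2 the count was 13. The extremes of the Col0 ratio, 107001 to 107500 in rrn23S (0.71, limma adjusted p 0.160) and 29001 to 29500 with no annotated gene (-0.40, limma adjusted p 0.161), did not pass. In sig2-2 of part 2, 1 window passed, lower in membrane, against 69 (42 higher, 27 lower) with the block and 12 without stroma replicate 4. Its highest window was 42001 to 42500, with no annotated gene (1.01, limma adjusted p 0.106), and its lowest 53001 to 53500 in atpB (-0.25, limma adjusted p 0.271). In chl27, 8 windows passed, 4 each way, and 32 (21 higher, 11 lower) did with the block. The chl27 count was 3 without membrane replicate 3, stroma replicate 1 or stroma replicate 2, and median scaling gave 3 higher and 1 lower. Window 42001 to 42500 was the highest in chl27 (0.78, limma adjusted p 0.221) and 73001 to 73500 in psbB the lowest (-0.24, limma adjusted p 0.198). In chlm, 12 windows passed, 6 each way, and 37 (17 higher, 20 lower) did with the block. Without stroma replicate 4 the chlm count was 7, and median scaling raised its share of higher calls from 50% to 90%. The chlm extremes were 46001 to 46500 in ArthCt100 (0.74, limma adjusted p 0.00359) and 72501 to 73000 in psbB (-0.27, limma adjusted p 0.0856).

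**Figure D1:**
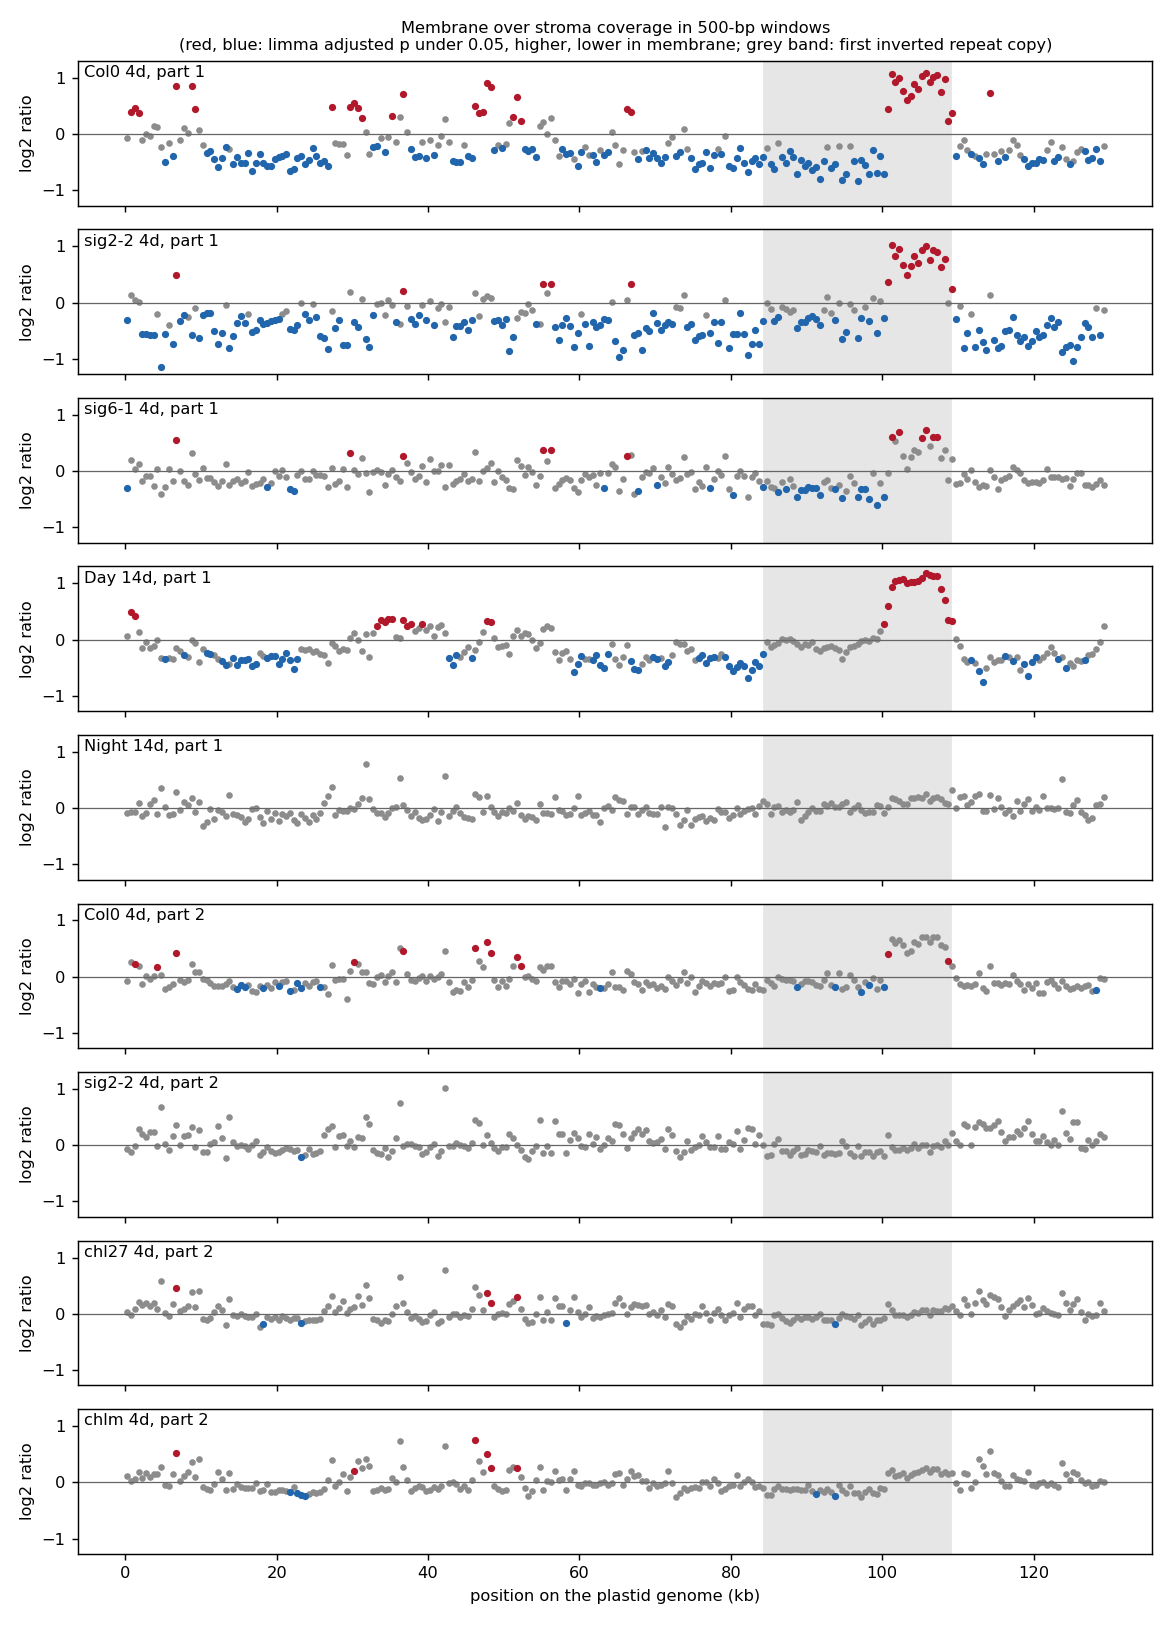
Log2 ratio of membrane to stroma coverage per 500-bp window against position in kb, 1 panel per condition and part, red and blue where the limma adjusted p is under 0.05 and higher or lower in membrane; the grey band marks the first copy of the inverted repeat. Col0 of part 1 has 178 coloured windows and Night 0.

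The same comparison over 113 gene bodies gave 82 genes past the threshold in Col0 of part 1, 26 higher and 56 lower. Median scaling gave 46 genes, and 101 passed with only the Col0 libraries in the fit. Membrane and stroma libraries did not overlap for 98 genes, where chance gives 10% of genes with 3 against 3. Relative coverage of trnR (ArthCt127) was 4.19 ± 0.343 in membrane against 1.63 ± 0.218 in stroma (SD, n = 3 each; log2 1.36, SE 0.23, limma adjusted p 9.57e-05). For rrn23S (ArthCr087) it was 3.29 ± 0.206 in membrane against 1.64 ± 0.149 in stroma (log2 1.01, SE 0.18, limma adjusted p 9.57e-05), and for rrn16S (ArthCr086) 3.18 ± 0.240 in membrane against 1.59 ± 0.172 in stroma (log2 1.00, SE 0.20, limma adjusted p 0.000192). The lowest ratio among called genes without overlap was that of trnH (ArthCt088), 0.334 ± 0.0386 in membrane against 0.639 ± 0.113 in stroma (log2 -0.93, SE 0.33, limma adjusted p 0.0165). The trnH call was lost without stroma replicate 3 (limma adjusted p 0.0621). This gene lies in the first 500-bp window, at the very start of the coordinates, and was covered under the library mean in both fractions. Whether its ratio reflects that position was not tested. Next came rps19 (ArthCp063) at -0.80 and rpl23 (ArthCp065) at -0.70. Among genes fixed in advance, psbA (ArthCp002) was at 0.37 (limma adjusted p 0.00118), rpoB (ArthCp014) at -0.41 and ycf2 (ArthCp066) at -0.49. Median scaling left psbA past the threshold and took rpoB and ycf2 under it. rbcL (0.17), psaA (-0.21) and psbB (-0.19) did not pass, and psaA and psbB changed sign under median scaling (0.082 and 0.10).

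In sig2-2 of part 1, 81 genes passed, 18 higher and 63 lower, and 51 of all genes did not overlap between fractions (chance 10%). Median scaling gave 54 genes, and 14 passed with only the sig2-2 libraries in the fit. The largest ratios among called, non-overlapping genes were 1.13 for trnQ (ArthCt090), 1.12 for trnR and 1.07 for trnP (ArthCt106). The smallest were -1.44 for petL (ArthCp040), -0.95 for rps19 and -0.72 for ccsA (ArthCp073). The petL call was lost without membrane replicate 3 (limma adjusted p 0.0509). In sig6-1, 12 genes passed, 9 higher and 3 lower, 19 with the replicate block, and 42 did not overlap (chance 10%). These included trnR (0.92), ArthCt100, an unnamed tRNA gene (0.67), trnQ (0.64), rps7 (ArthCp069, -0.31), ycf2 (-0.27), rrn16S (0.62) and rrn23S (0.58, limma adjusted p 0.0437). Without membrane replicate 1, 0 genes passed in sig6-1 (28 had an unadjusted p under 0.05 with all libraries). Each of these 7 calls was lost without membrane replicate 3, with limma adjusted p from 0.220 to 0.228. In Day, 55 genes passed, 15 higher and 40 lower, 74 did not overlap (chance 10%), and 36 passed without stroma replicate 3. Relative coverage of rrn23S in Day was 1.82 ± 0.165 in membrane against 0.849 ± 0.214 in stroma (SD, n = 3 each; log2 1.13, SE 0.18, limma adjusted p 5.64e-05). The next largest were trnA (ArthCt108, 1.03) and trnI (ArthCt107, 1.03), and the smallest included psaI (ArthCp032, -0.60) and psaJ (ArthCp042, -0.59). In Night, 0 genes passed, with 7 at an unadjusted p under 0.05, and 10 did not overlap (chance 10%). Relative coverage of rrn23S in Night was 2.01 ± 0.318 in membrane against 1.75 ± 0.221 in stroma (n = 3; log2 0.19, SE 0.18, limma adjusted p 0.764).

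In Col0 of part 2, 18 genes passed, 12 higher and 6 lower, and 59 with the block, while 9 passed without membrane replicate 1. Of all genes 36 did not overlap, where 4 against 4 gives 2.86% by chance. The highest called genes were trnQ (0.64), trnE (ArthCt097, 0.64, limma adjusted p 0.0281) and ArthCt100 (0.51). The lowest were rpoC2 (ArthCp012, -0.18), ycf4 (ArthCp033, -0.18) and rps2 (ArthCp011, -0.16). The calls of trnE and of psbA (0.21) were lost without membrane replicate 2 (limma adjusted p 0.134 and 0.161), and that of ycf4 without stroma replicate 4 (0.0582). rrn23S was 1.32 ± 0.366 in membrane against 0.807 ± 0.139 in stroma (n = 4; log2 0.68, SE 0.32, limma adjusted p 0.129), with a limma adjusted p of 0.00108 under the replicate block. In sig2-2 of part 2, 0 genes passed (14 at an unadjusted p under 0.05, 13 past the adjusted threshold with the block, 5 not overlapping against 2.86% by chance), and rrn23S stood at -0.025 (limma adjusted p 0.97). Its sign changed without stroma replicate 2 (0.21). In chl27, 0 passed (16 at an unadjusted p under 0.05, 8 with the block, 10 not overlapping), and rrn23S, at 0.047, changed sign without membrane replicate 2 (-0.14). In chlm, 9 genes passed, 6 higher and 3 lower, and 18 did not overlap (chance 5.71%). The highest were ArthCt100 (0.62), trnL (Arthct122, 0.60) and trnQ (0.57), the lowest rpoB (-0.19), ndhB (ArthCp068, -0.15) and rpoC1 (ArthCp013, -0.14). Without stroma replicate 4, 5 genes passed in chlm, and trnL (limma adjusted p 0.224), trnQ (0.105) and rpoC1 (0.130) did not.

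**Figure D2:**
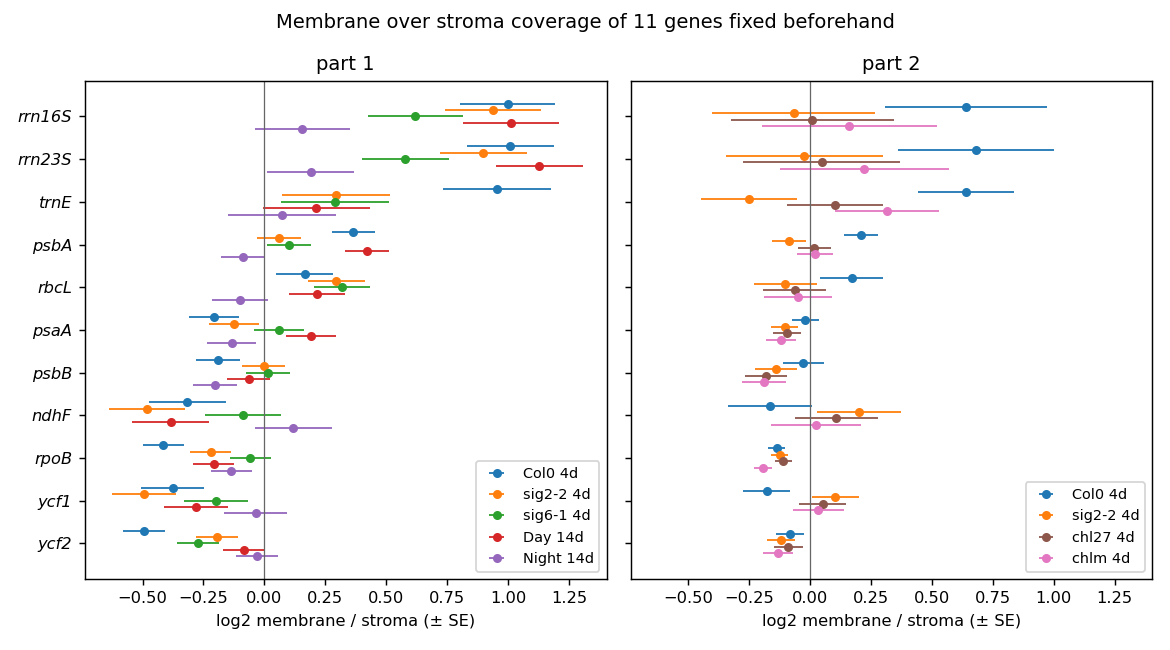
Log2 ratio of membrane to stroma coverage (horizontal axis, error bars SE from limma) of the 11 genes fixed in advance (vertical axis), by condition, 1 panel per part. In Col0 of part 1 rrn23S stands at 1.01 and ycf2 at -0.49.

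Coverage of the rRNA operon relative to the single-copy regions was compared in the same libraries, as a measure chosen after the window results had been seen. In part 1 it was 4.16 ± 0.385 in membrane against 1.94 ± 0.25 in stroma in Col0 (SD, n = 3; exact permutation test of the log2 values, two-sided, p 0.1, the smallest that 3 against 3 allows). The corresponding ratios were 5.06 ± 1.28 against 2.35 ± 0.882 in sig2-2, 3.92 ± 0.680 against 2.69 ± 0.531 in sig6-1 and 1.99 ± 0.197 against 0.855 ± 0.227 in Day, each with an exact permutation p of 0.1. In Night they were 2.31 ± 0.487 against 1.98 ± 0.318 (exact permutation p 0.5). In part 2 they were 1.36 ± 0.428 against 0.820 ± 0.142 in Col0 (n = 4, exact permutation p 0.0857), 1.34 ± 0.528 against 1.45 ± 0.687 in sig2-2 (p 0.714), 1.08 ± 0.36 against 1.17 ± 0.669 in chl27 (p 0.914) and 1.21 ± 0.494 against 1.02 ± 0.177 in chlm (p 0.714). The smallest p that 4 against 4 allows is 0.0286. In chl27 stroma, replicate 2 stood at 2.17 and the others at 0.751 to 0.891, under the membrane mean of 1.08. The direction of the chl27 means therefore depends on that library.

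**Figure D3:**
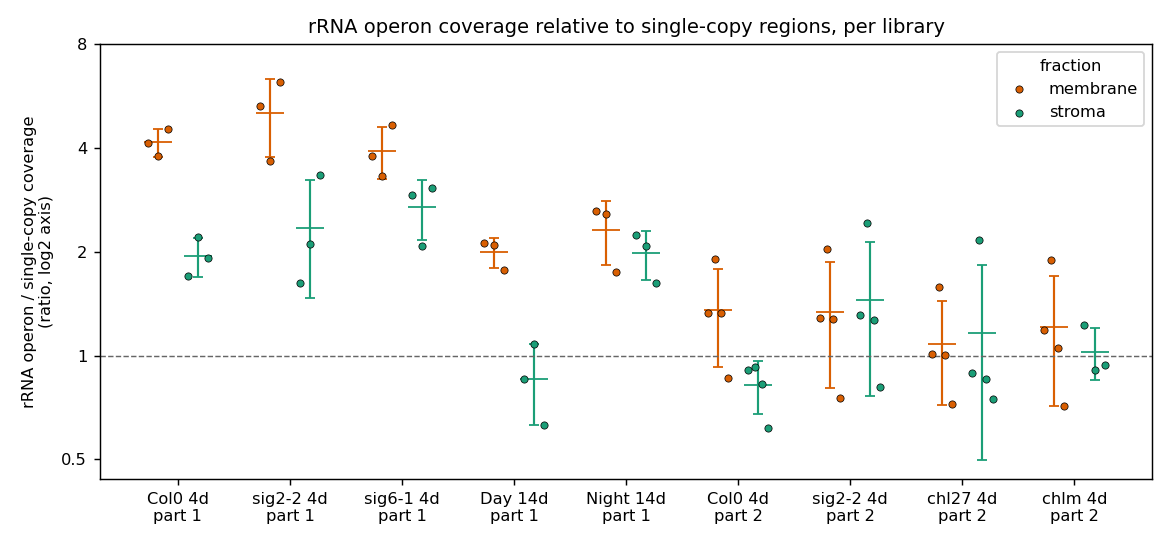
Coverage of the rRNA operon over that of the single-copy regions (log2 axis) for each library, by condition and fraction, with the mean and SD as bars and a dashed line at 1. The Col0 membrane libraries of part 1 average 4.16 and the stroma libraries 1.94.

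The next comparisons asked whether the division between fractions changed with a sigma factor mutation, with darkness, or with the chl27 and chlm mutations, by testing the difference of log2 ratios between conditions. For sig2-2 against Col0 in part 1, 16 windows passed, 3 higher and 13 lower. The count was 39 without sig2-2 stroma replicate 3 and 9 without sig2-2 stroma replicate 1. The largest fall was at 8501 to 9000 in trnG (-1.44, limma adjusted p 0.0125) and the largest rise at 97501 to 98000 in rps7 (0.48, limma adjusted p 0.0442). Median scaling left 4.35% of calls higher, against 18.8%. Of genes, 5 passed, all lower, and 10 did without sig2-2 membrane replicate 2. The largest falls were those of trnM (ArthCt104; log2 -1.16, SE 0.26, limma adjusted p 0.00543), trnG (ArthCt092; log2 -0.84, SE 0.16, limma adjusted p 0.00172) and trnV (ArthCt103; log2 -0.77, SE 0.16, limma adjusted p 0.00272). Compared within fractions, sig2-2 differed from Col0 in 50 membrane windows (15 higher, 35 lower) and in 0 stroma windows, where 10 had an unadjusted p under 0.05. In membrane trnM fell by 0.79 and trnV by 0.70 on the log2 scale.

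A list of 5 tRNA genes reported as sigma factor 2 targets was fixed in advance (trnD, trnE, trnY, trnV, trnM). In sig2-2 against Col0 of part 1, 3 of them passed over all genes and 3 adjusted over the list alone, with a median change of -0.66. The changes were -0.77 for trnV, -1.16 for trnM, -0.59 for trnY, -0.66 for trnE and 0.087 for trnD. The trnY call was lost without sig2-2 stroma replicate 2 (limma adjusted p 0.116), trnE passed without sig2-2 stroma replicate 1 (0.0185), and trnD fell by 0.14 without that library. In part 2, 0 passed over all genes and 3 adjusted over the list alone, trnE (-0.89), trnY (-0.52) and trnV (-0.31). With the replicate block these 3 passed over all genes, with limma adjusted p of 0.00431, 0.00581 and 0.0105. Each of them also passed over all genes without sig2-2 stroma replicate 4 (0.0424, 0.0406 and 0.0406). Within fractions of part 2, trnE, trnY and trnV rose in sig2-2 stroma by 0.59, 0.41 and 0.32, whereas in part 1 trnV and trnM fell in membrane. Membrane to stroma ratios of the list in single conditions passed over all genes and adjusted over the list alone for 5 and 5 genes in Col0 of part 1, 2 and 2 in sig2-2, 1 and 1 in sig6-1, 0 and 0 in Day and in Night. In part 2 these were 3 and 3 in Col0, 0 and 0 in sig2-2, 0 and 1 in chl27, and 1 and 1 in chlm. Changes in the list passed for 0 and 3 genes in sig6-1 against Col0, and for 0 and 0 in Night against Day, Day against Col0, chl27 against Col0 and chlm against Col0. Their median changes were -0.52, -0.14, -0.52, -0.25 and -0.10 in that order, and -0.31 in sig2-2 of part 2. The median of the list thus fell in every comparison. All of these but Night against Day (-0.14) use the Col0 libraries of their part, as sig2-2 does. A high ratio in Col0 would lower each of those medians, so they do not show whether the fall is particular to sig2-2.

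**Figure D4:**
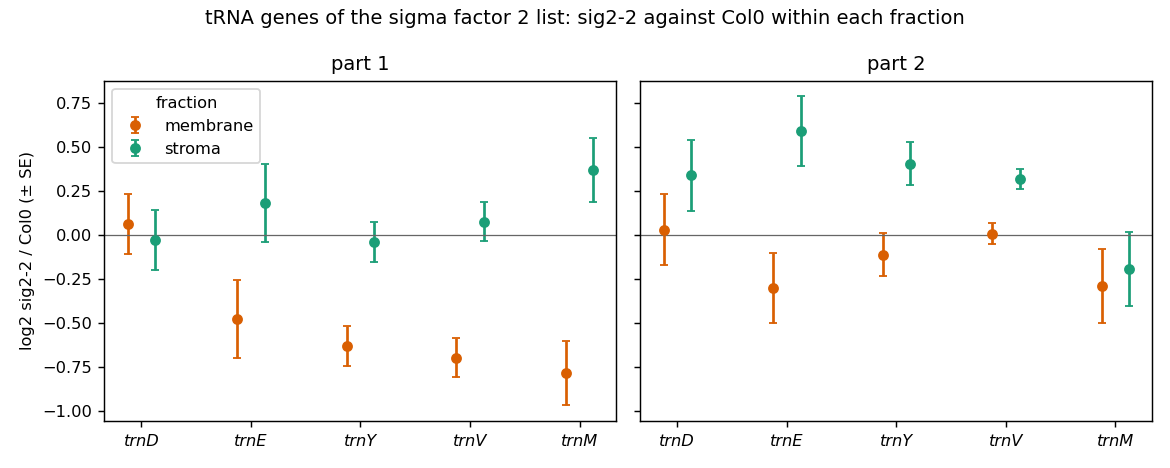
Log2 ratio of sig2-2 to Col0 coverage within each fraction (vertical axis, error bars SE from limma) for the 5 tRNA genes, 1 panel per part. In part 1 trnM in membrane lies at -0.79, and in part 2 trnE in stroma lies at 0.59.

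In part 2, sig2-2 against Col0 gave 3 windows, all lower, and 93 (60 higher, 33 lower) with the replicate block. The largest fall, at 102001 to 102500 in rrn16S (-0.73, limma adjusted p 0.405), and the largest rise, at 123501 to 124000 in rps15 and ycf1 (0.69, limma adjusted p 0.402), did not pass. Of genes, trnT (ArthCt098; log2 -0.59, SE 0.14, limma adjusted p 0.0299) passed, and 54 did with the block. The trnT call was lost without Col0 stroma replicate 4 (limma adjusted p 0.108), and 11 genes passed without sig2-2 stroma replicate 4. Within fractions 0 membrane windows differed (4 at an unadjusted p under 0.05) and 15 stroma windows did (7 higher, 8 lower). With replicate number as a batch these were 0 membrane windows (18 at an unadjusted p under 0.05) and 165 stroma windows (51 higher, 114 lower).

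For sig6-1 against Col0, 11 windows passed, 2 higher and 9 lower. The count was 3 without Col0 membrane replicate 1, Col0 stroma replicate 2, sig6-1 stroma replicate 2 or sig6-1 membrane replicate 3. Median scaling shifted the median of windows by -0.17 and gave 17 windows, all lower. The extremes were 47501 to 48000, with no annotated gene (-0.85, limma adjusted p 0.000138), and 25501 to 26000 in rpoB (0.45, limma adjusted p 0.211). With only the compared groups in the fit, 88 windows passed, 64 higher and 24 lower. Of genes, trnL (Arthct122; log2 -0.97, SE 0.25, limma adjusted p 0.0352) and trnS (ArthCt117; log2 -0.78, SE 0.14, limma adjusted p 0.000758) passed, and trnL did not without Col0 stroma replicate 1 (limma adjusted p 0.112). The number of genes was 46 with only the compared groups in the fit, 24 with the replicate block and 9 with median scaling. Within fractions 34 membrane windows (15 higher, 19 lower) and 0 stroma windows (32 at an unadjusted p under 0.05) differed from Col0. Both sigma factor comparisons in part 1 use the same Col0 libraries, so their overlap was not examined.

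For Night against Day, 25 windows passed, 6 higher and 19 lower, and 0 passed without Day membrane replicate 2, Day stroma replicate 3, Night stroma replicate 1, Night stroma replicate 2 or Night membrane replicate 3 (74 had an unadjusted p under 0.05 with all libraries). Median scaling gave 16 higher and 31 lower. The lowest change was at 106001 to 106500 in rrn23S (-1.02, limma adjusted p 0.0242) and the highest at 123501 to 124000 in rps15 and ycf1 (0.83, limma adjusted p 0.216). Of genes, 9 passed, 1 higher and 8 lower, and 0 did without Night stroma replicate 1 (30 had an unadjusted p under 0.05 with all libraries). The 9 included psaJ (log2 0.80, SE 0.21, limma adjusted p 0.0242), rrn23S (log2 -0.94, SE 0.25, limma adjusted p 0.0309), trnI (-0.93), trnA (-0.84) and psbA (-0.51). Within fractions, Night differed from Day in 13 membrane windows (7 higher, 6 lower) and in 154 stroma windows (46 higher, 108 lower). In stroma the 13 windows of the rRNA operon had a median change of 1.04 and the other windows one of -0.21. rrn23S rose by 1.07 in stroma and by 0.13 in membrane (limma adjusted p 0.604).

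Day and Col0 of part 1 differ in age, tissue, growth on soil or plates and light regime, so their difference belongs to no single factor. Between them 42 windows passed, 28 higher and 14 lower, and 26 did without Col0 membrane replicate 1. Median scaling shifted the median by -0.15 and turned the split to 25% higher, from 66.7%. The extremes were 100001 to 100500, with no annotated gene (0.99, limma adjusted p 3.95e-06), and 114001 to 114500 in trnL and ccsA (-1.04, limma adjusted p 0.000578). Of genes, 11 passed, 6 higher and 5 lower, and 3 did without Col0 membrane replicate 1. The largest rises were those of rpl23 (0.54), rps7 (0.54) and psaB (ArthCp021, 0.52), and the largest falls those of trnL (Arthct122, -1.04), trnQ (-1.02) and trnP (-0.96). The call of rpl23 was lost without Day membrane replicate 1 (limma adjusted p 0.134), and those of rps7 and trnQ without Col0 membrane replicate 1 (both 0.0518). Within fractions 164 membrane and 171 stroma windows differed.

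For chl27 against Col0, 0 windows passed (7 at an unadjusted p under 0.05), and 13, all lower, did with the replicate block. No gene passed, with 5 at an unadjusted p under 0.05, while 14 genes did with replicate number as a batch and 0 with the block. For chlm against Col0, 0 windows passed (3 at an unadjusted p under 0.05), and 0 genes passed, with 0 at an unadjusted p under 0.05. Within fractions 0 windows passed for either mutant, with 1 membrane and 5 stroma windows at an unadjusted p under 0.05 for chl27, and 1 and 6 for chlm. These fits leave out replicate number, and with it as a batch 0 passed again, with 32 and 44 at an unadjusted p under 0.05 for chl27, and 9 and 22 for chlm. Of genes within fractions, 1 passed with the batch, lower in chl27 membrane.

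The last comparison summarised coverage of 27 photosynthesis genes minus that of 7 genes read mainly by the nuclear-encoded polymerase, as mean log2 scaled coverage per library. In Col0 of part 1 this score was 0.15 ± 0.0089 in membrane and -0.039 ± 0.025 in stroma (SD, n = 3), a difference of 0.19 (exact permutation p 0.1, two-sided, the smallest possible; adjusted 0.225 over 9 tests). The median over the lists in place of the mean moved it most, to 0.31 (exact permutation p 0.1). Differences in the other conditions of part 1 were 0.026 in sig2-2 (exact permutation p 0.8), 0.13 in sig6-1 (p 0.1), 0.14 in Day (p 0.1) and 0.023 in Night (p 0.7). In sig2-2 the difference was 0.22 with genes of at least 200 bp (exact permutation p 0.1), 0.19 with the median over the lists (p 0.1) and 0.17 with genes weighted by length (p 0.3), and in sig6-1 the median over the lists gave 0.024 (p 0.8). The sign changed in sig2-2 without membrane replicate 1 (-0.012) and in Night without membrane replicate 3 (-0.025). In part 2 the difference in Col0 was 0.062 (0.024 ± 0.044 against -0.038 ± 0.015, n = 4, exact permutation p 0.0286, adjusted 0.225). With the replicate block its exact permutation p was 0.125, the smallest that 4 pairs allow, and without membrane replicate 2 it was 0.0571. The differences were 0.030 in sig2-2 (exact permutation p 0.4), 0.0095 in chl27 (p 0.771) and 0.0067 in chlm (p 0.83). The last pair changed sign without stroma replicate 2 of the same condition (-0.0089 and -0.026). In sig2-2, stroma replicate 2 scored -0.11 and the other stroma libraries -0.050 to 0.026, so the difference of 0.030 leans on that library.

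Among changes of this score, sig2-2 against Col0 of part 1 fell by 0.16 (exact permutation p 0.02, adjusted 0.14 over 7 tests), and without Col0 membrane replicate 1 the p was 0.08. With genes of at least 200 bp, which leaves 13 of the 27 photosynthesis genes, it fell by 0.019 (p 0.865, exact permutation). The other changes were -0.064 for sig6-1 (exact permutation p 0.295), -0.12 for Night against Day (p 0.275), -0.051 for Day against Col0 (p 0.4), and in part 2 -0.031 for sig2-2 (p 0.441), -0.052 for chl27 (p 0.121) and -0.055 for chlm (p 0.158). With genes of at least 200 bp these part 2 changes were -0.18 (exact permutation p 0.078), -0.17 (p 0.0596) and -0.14 (p 0.0984). Without 1 library an exact permutation p under 0.05 was reached by Day against Col0 (0.045 without Day stroma replicate 3), chl27 (0.0151 without chl27 stroma replicate 2) and chlm (0.0143 without chlm stroma replicate 2). Other summaries gave an exact permutation p under 0.05 for sig6-1 with the median over the lists (-0.28, p 0.015) and for Night against Day with genes of at least 200 bp (-0.33, p 0.02). The change for chl27 did so with the median over the lists (-0.11, exact permutation p 0.0355) and with genes weighted by length (-0.14, p 0.0237).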

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

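The tests of explanations given here, the counts of other splits of the libraries and the rule for reading them were chosen only after the results had been seen.

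In part 2, 6 of 49 results tested had a library far from the other 3, by the gap to its nearest neighbour relative to the range of the group, where chance gives 2.45. Of these, 5 lay in replicate 2. In chl27 stroma replicate 2 the SD of log2 window coverage was 0.595 (others 0.172 to 0.236), and repeat over single-copy coverage was 1.67 (others 0.991 to 1.03). There the repeat outside the rRNA operon stood at 1.47 (others 1.06 to 1.11) and the operon at 2.17 (others 0.751 to 0.891). In chl27 membrane replicate 2 the repeat outside the operon was 1.15 (others 1.03 to 1.05). These measures share windows, so they are not independent. Replicate 2 had the highest SD of window coverage in 8 of 8 groups of part 2. A candidate explanation is that the replicate number marks a batch across conditions. The deviations of membrane libraries with the same number in different conditions had a median correlation of 0.726, positive in 24 of 24 pairs, against -0.078 for other numbers. What the number stands for in the laboratory is unknown, and no biological explanation was tested, since the libraries of a group carry the same labels. With replicate number as a batch, chl27 had 16 windows past the threshold in place of 8. Mean depth of sig2-2 membrane replicate 4 was 3825, where the other 3 libraries had 425 to 760. Scaling removes depth itself, and no explanation of this value was tested.

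The membrane to stroma ratio differed between sig2-2 and Col0 of part 1 in 16 windows, by a test of the difference. As many windows or more came from 8 of 100 splits, the real one included, and the largest other split gave 132. Exchanged libraries carry differences within a fraction (50 windows in membrane, 0 in stroma, where 10 had an unadjusted p under 0.05) into the ratio, so these counts are not a chance level. With the change shared by both fractions removed, 4 of 100 splits gave as many, the real one included, and others up to 127. That removal also takes away part of the chance difference, so a chance division of the libraries stays open. All 16 windows stayed past the threshold in the same direction with the leading axis of uneven coverage removed. All 16 also did with library depth as a covariate, which argues against either as the whole cause. Removing the axis also lowers the spread, so calls are kept more easily under it. The count was 39 without sig2-2 stroma replicate 3 and 9 without sig2-2 stroma replicate 1. A difference by genotype stays open and was not tested apart from these. Part 2, with its own libraries and protocol, gave a profile of this change that correlated at -0.23 with that of part 1 across windows, which are not independent.

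Between sig6-1 and Col0 the ratio differed in 11 windows. Of 100 splits, 4 gave as many, the real one included, and the largest other gave 20. As sig6-1 and Col0 differed in 34 membrane windows, these counts are not a chance level. With the change shared by both fractions removed, only the real one of 100 splits gave as many, and the others gave 0. That removal also takes away part of the chance difference, so a chance division stays open. With the axis removed 11 stayed past the threshold, and with depth as a covariate 9 did. The other 2 cannot be told apart from an effect of depth, because they lose the call once depth is in the fit. Without Col0 membrane replicate 1 the count was 3. Genotype remains a possible explanation, and it was not tested beyond these libraries.

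Night and Day differed in 25 windows, and 8 of 100 splits gave as many, the real one included, and others up to 154. These counts are not a chance level either, since Night and Day differed in 154 stroma windows. With the change shared by both fractions removed, only the real one of 100 splits gave as many, and others gave up to 15. As that favours the real division somewhat, a chance division stays open. With the axis removed 24 kept their call, which argues against the axis as the whole cause, though removal also lowers the spread. With depth as a covariate 25 kept it. Stroma depth did not overlap membrane depth in Night (507 to 1046 against 95.4 to 291.5) or in Day (907 to 1596 against 174 to 789). Depth and fraction cannot be told apart there, so depth is not excluded. The 1 window that lost its call without the axis cannot be told apart from it, since that test no longer passes. Sequence from rRNA of other organisms mapped to the operon would leave the spacer gene trnI unchanged, but trnI changed by -0.93 (limma adjusted p 0.0242), which speaks against it. A move of operon DNA out of the membrane fraction at a constant total could be another explanation. It calls for a fall in membrane, where rrn23S changed by 0.13 (limma adjusted p 0.604). Relative coverage does not give the total DNA of each fraction, so this cannot be told apart from a change in the rest of the genome. Without Day membrane replicate 2, 0 windows passed, as with any of 4 other libraries left out, and 74 had an unadjusted p under 0.05 with all libraries. Darkness stays open as an explanation.

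Day and Col0 of part 1 differed in 42 windows, and 13 of 100 splits gave as many, the real one included, and others up to 184. Since these conditions differed in 164 membrane and 171 stroma windows, that is no chance level. With the shared change removed, only the real one of 100 splits gave as many, and others gave up to 1, with the same reserve, so a chance division stays open. The axis removed left 42 past the threshold and depth as a covariate left 40, and the other 2 cannot be told apart from depth, since they lose the call with it. Stroma and membrane depth did not overlap in Day, so the 40 do not exclude depth either. Without Col0 membrane replicate 1 the count was 26. Age, tissue, growth medium and light differ together here and stay open.

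In part 2, sig2-2 and Col0 differed in 3 windows. Of 100 splits 2 gave as many, the real one included, and the largest other gave 4. Since 15 stroma windows differed between the genotypes, that is no chance level. With the shared change removed, only the real one of 100 splits gave as many, and others gave up to 1. A chance division stays open with the same reserve as in part 1. All 3 stayed past the threshold with the axis removed and with depth as a covariate. The former argues against the axis as the whole cause, though removal also lowers the spread. Stroma and membrane depth did not overlap in Col0 of part 2, so depth is not excluded. With the replicate block, where numbers pair the libraries, 93 windows passed, and with the number as a batch 103. The spread shared by libraries of the same number is thus a candidate source of the low count in the fit without it. Genotype stays open.

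The score of photosynthesis genes against genes of the nuclear-encoded polymerase changed by -0.16 in sig2-2 against Col0 of part 1 (exact permutation p 0.02, adjusted 0.14 over 7 tests). Without Col0 membrane replicate 1 the exact permutation p was 0.08. The lists differ in median gene length, 189 bp against 3219 bp, and gene length is a candidate explanation. With genes of at least 200 bp the change was -0.019 (exact permutation p 0.865), as gene length would have it. In part 2 the same restriction took the change of sig2-2 from -0.031 to -0.18 (exact permutation p 0.078), so leaving out short genes does not shrink it there. An effect of the genotype stays open and was not tested apart from gene length.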

How the results depend on the processing

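The choices listed as planned, the comparisons, the gene lists and the rule for named genes were made before the data were examined, and 4 settings were added afterwards. Counts are windows past a limma adjusted p of 0.05 unless stated otherwise, and a count is called similar within 1.5 times. Where no cause is named, the cause was not tested.

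Scaling each library to its median window gave 94 windows in Col0 of part 1 (76 of the 178 shared), 109 in sig2-2 (81 shared), 2 in Night, 18 in Col0 of part 2 (17 shared), 0 in sig2-2 of part 2 (36 at an unadjusted p under 0.05) and 4 in chl27. It gave 17 for sig6-1 against Col0 and 47 for Night against Day. The other 8 counts were similar. Of 16 contrasts, 6 had their median of windows shifted by over 0.1. Signs reversed for psaA (0.082) and psbB (0.10) in Col0 and for rpoB (0.055) and ycf2 (0.081) in sig2-2 of part 1, and 23 other single genes changed, 21 weaker and 2 stronger. This scaling cancels in the list score, so it tests nothing there.

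Windows of 200 bp (648 tested) gave 384 in Col0, 442 in sig2-2, 77 in sig6-1, 198 in Day and 2 in Night of part 1 and 11 in sig2-2 of part 2. They gave 46 for Night against Day, 83 for Day against Col0 and 0 for sig2-2 against Col0 of part 2 (48 at an unadjusted p under 0.05). Windows of 1000 bp (130 tested) gave 97, 91, 10 and 63 in Col0, sig2-2, sig6-1 and Day of part 1 and 2 in sig2-2 of part 2. For changes they gave 10 in sig2-2 and 5 in sig6-1 of part 1, 12 for Night against Day and 25 for Day against Col0. The number of windows tested differs by construction.

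With only the compared groups in the fit, fewer libraries estimate the spread. Counts were 0 in sig2-2 (108 at an unadjusted p under 0.05), 2 in sig6-1 and 156 in Day of part 1. In part 2 they were 17 in Col0, 0 in sig2-2 (9 unadjusted), 0 in chl27 (22 unadjusted) and 0 in chlm (34 unadjusted). Changes gave 7 for sig2-2 of part 1, 88 for sig6-1, 45 for Night against Day and 71 for Day against Col0. Of single genes 28 of 91 changed, 23 weaker and 5 stronger.

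The replicate block gave 69 windows in sig6-1, and in part 2 gave 102 in Col0, 69 in sig2-2, 32 in chl27 and 37 in chlm. For changes it gave 93 for sig2-2 and 13 for chl27 of part 2. In part 1, where the numbers do not pair all the libraries compared, changes gave 32 for sig2-2, 32 for sig6-1 and 51 for Night against Day. There the correlations of same-numbered fractions ran from -0.547 to 0.239 in Col0, from -0.473 to 0.583 in sig2-2 and from -0.412 to 0.773 in Night. Of single genes 5 became stronger and none weaker or reversed. The block changed the call of the list score in Col0 of part 2 (0.062, exact permutation p 0.125) and of its change in sig2-2 of part 1 (-0.16, exact permutation p 0.1), both the smallest p that the block allows. No other call of a list score changed, and 9 of 16 counts of genes moved, among them that of sig6-1 against Col0 (24 genes, from 2).

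A threshold of 0.01 in place of 0.05 gave 3 windows in sig6-1, 59 in Day, 10 in Col0 of part 2, 0 in sig2-2 of part 2 (41 unadjusted) and 3 in chl27. Changes gave 8 for sig2-2 and 3 for sig6-1 of part 1, 0 for Night against Day (74 unadjusted) and 16 for Day against Col0. With both copies of the inverted repeat, counted doubly by construction, there were 84 in sig6-1, 52 for Night against Day and 69 for Day against Col0. A pseudocount of 10% of the median window and eBayes with trend each gave 4 in sig2-2 of part 2 and left the other 15 counts similar. A filter at 0.25 of the median window removed no tested window, so it tests nothing.

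Repeat coverage as a covariate, an added setting, gave 130 in sig6-1 and 13 in Night, and in part 2 gave 163 in Col0, 38 in sig2-2, 67 in chl27 and 146 in chlm. Changes gave 29 for sig2-2 and 103 for sig6-1 of part 1, 70 for Night against Day, 101 for Day against Col0, 11 for sig2-2 of part 2 and 1 for chl27. Signs reversed for rrn23S in sig2-2 of part 2 (0.49) and for trnD in the change of sig2-2 of part 1 (-0.087). Removing the leading axis also takes away part of the spread by construction, so counts can rise. It gave 76 in sig2-2 (45 shared), 83 in sig6-1 and 12 in Night of part 1. In part 2 it gave 121 in Col0, 60 in sig2-2, 51 in chl27 and 109 in chlm. Changes gave 58 for sig2-2 and 56 for sig6-1 of part 1, 51 for Night against Day, 89 for Day against Col0, 10 for sig2-2 of part 2 and 1 for chl27. Signs reversed for ndhF in Col0 (0.051) and sig2-2 (0.071) of part 1, rrn23S in sig2-2 of part 2 (0.25), and trnD in the change of sig2-2 of part 1 (-0.093) and part 2 (0.12).

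Library depth as a covariate, also added, gave 83 in sig6-1, 1 in Night, 9 in Col0 of part 2, 4 in sig2-2 of part 2, 13 in chl27, 23 in chlm and 52 for Night against Day. Signs of rrn23S reversed in Night (-0.073), chl27 (-0.45) and chlm (-0.41). Replicate number across conditions as a batch, added for part 2, gave 83 in Col0, 22 in sig2-2, 16 in chl27 and 19 in chlm, and for changes 103 in sig2-2 and 13 in chl27, with 14 genes for chl27. The sign of rrn23S in sig2-2 reversed (0.022). Other single genes changed under these 4 settings: 15 with the axis removed (8 weaker, 7 stronger), 11 with repeat coverage (2 weaker, 9 stronger), 11 with depth (10 weaker, 1 stronger) and 4 with the batch, all stronger.

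Genes of at least 200 bp gave list scores of -0.052 in Night, -0.051 in sig2-2, -0.039 in chl27 and -0.012 in chlm of part 2, each reversed. That setting gave 0.22 in sig2-2 of part 1 (exact permutation p 0.1) and 0.13 in Col0 of part 2 (p 0.114). Changes were -0.019 for sig2-2 of part 1 (exact permutation p 0.865), -0.33 for Night against Day (p 0.02) and 0.037 for Day against Col0. In part 2 they were -0.18 for sig2-2 (exact permutation p 0.078), -0.17 for chl27 (p 0.0596) and -0.14 for chlm (p 0.0984). Weighting by gene length gave -0.049 in Night, -0.030 in sig2-2 of part 2, -0.031 in chl27 and -0.0064 in chlm. It gave changes of -0.070 for sig2-2 of part 1 (exact permutation p 0.465), -0.33 for Night against Day (p 0.02), 0.038 for Day against Col0 and -0.14 for chl27 (p 0.0237). The median over the lists gave 0.11 in Col0 of part 2 (exact permutation p 0.0571) and -0.0011 in chl27. Its changes were -0.12 for sig2-2 of part 1 (exact permutation p 0.115), -0.28 for sig6-1 (p 0.015) and -0.11 for chl27 (p 0.0355). In length these lists differ by construction, and photosynthesis genes of at least 200 bp have a median of 1192 bp.

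Leaving out 1 library at a time, windows ranged from 154 to 170 in Col0 and from 140 to 200 in sig2-2 of part 1. In sig6-1 they ranged from 3 (without membrane replicate 1) to 51 across 6 fits, and in Day from 54 (without stroma replicate 3) to 92 across 6. In part 2 they ranged from 13 (without stroma replicate 2) to 21 in Col0, from 0 (41 unadjusted with all libraries) to 12 (without stroma replicate 4) in sig2-2, from 3 (without membrane replicate 3) to 8 in chl27 and from 7 (without stroma replicate 4) to 16 in chlm. Changes ranged from 9 to 39 for sig2-2 of part 1 (without its stroma replicates 1 and 3), from 3 (without Col0 membrane replicate 1) to 11 for sig6-1, from 0 (without Day membrane replicate 2; 74 unadjusted with all libraries) to 37 for Night against Day, and from 26 (without Col0 membrane replicate 1) to 44 for Day against Col0, across 12 fits each. The smaller number of libraries by itself lowers the power of these fits.

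List scores without 1 library ranged from -0.012 (without membrane replicate 1) to 0.083 in sig2-2 of part 1, from -0.025 (without membrane replicate 3) to 0.050 in Night, from 0.042 (without membrane replicate 2) to 0.075 in Col0 of part 2, from -0.0089 to 0.023 in chl27 and from -0.026 to 0.029 in chlm, the lowest of both without stroma replicate 2. Changes ranged from -0.20 to -0.11 for sig2-2 of part 1 (exact permutation p 0.005 to 0.08), from -0.094 (without Day stroma replicate 3) to -0.015 for Day against Col0, from -0.071 to -0.032 for chl27 and from -0.088 to -0.033 for chlm, the lowest of both without stroma replicate 2 of the mutant. Ranges that crossed 0 were -0.25 to 0.21 for rrn23S in sig2-2 of part 2, -0.14 to 0.34 for rrn23S in chl27, -0.14 to 0.26 for trnD in the change of sig2-2 of part 1 and -0.26 to 0.16 for trnM in that of part 2. Of 755 values of single genes without 1 library, 598 kept direction and side of the threshold, 140 were weaker, 8 stronger and 9 reversed.

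The 11 fixed genes give 176 values over 16 contrasts. Those not printed singly are summarised here as counts, which was decided after they had been seen. Of 2849 values under all settings 2449 kept direction and side of the threshold, 128 were stronger, 99 weaker and 173 reversed, of which 11 had a call before or after.

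Mean depth was 95.4 or more in part 1 and 298.9 or more in part 2, and the lowest window depth was 13.7. Because the number of fragments behind these depths is unknown, how far depth limits a call was judged from the replicate spread alone, which contains the sampling error.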

Other observations

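All tests in this part, the counts of other splits among them, were chosen only after the results had been seen.

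For the ratio of membrane to stroma within 1 condition, the real division of the 6 libraries of part 1 was set against the other divisions, 10 in all, so a share under 0.1 cannot be reached and a chance division of the libraries cannot be excluded at 0.05. In Col0 and sig6-1, 1 of 10 splits gave as many windows, the real one, and the others gave 0. In Day it was 1 of 10 as well, with up to 1 window elsewhere. In sig2-2 it was 1 of 10, but stroma replicates 1 and 2 with membrane replicate 2 against the rest gave 166 windows. In Night all 10 splits gave 0. In part 2, 1 of 35 splits gave as many windows in Col0 (others 0), in chl27 (others 0) and in chlm (others up to 8). In sig2-2 of part 2 it was 2 of 35, and another division gave 117. Among the 8 divisions that part every pair of numbers, only the real one gave as many in each condition of part 2. For chl27 and for chlm against Col0, 100 of 100 splits gave as many as the real one, which gave 0 windows (7 and 3 at an unadjusted p under 0.05).

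One direction of uneven coverage carried 65.9% of the spread within groups in part 1 and 85.6% in part 2. Library depth also differed between fractions. Either might stand behind the membrane to stroma profile. With the leading axis removed, 157 of 178 windows stayed called in the same direction in Col0 of part 1, 39 of 39 in sig6-1, 72 of 101 in Day and 28 of 28 in Col0 of part 2. That argues against the axis as the whole cause there. The removal also lowers the spread, so calls are kept more easily and this evidence is limited. The 21 windows of Col0 and 29 of Day that lost their call cannot be told apart from the axis, as their call ends with it. In sig2-2 of part 1, 45 windows stayed called and speak against it, while for the 144 others the question stays open, since the profile of sig2-2 correlated with the axis at 0.893 across windows. With depth as a covariate, 175 windows stayed in Col0 (3 lost), 175 in sig2-2 (14 lost) and 37 in sig6-1 (2 lost), against depth as the whole cause in these. The windows lost cannot be told apart from depth, again because the call ends once depth is in the fit. In Day 55 of 101 stayed, and in Col0 of part 2, 8 of 28. Stroma depth did not overlap membrane depth in Day (907 to 1596 against 174 to 789) or in Col0 of part 2 (1936 to 4528 against 379 to 924), so depth and fraction cannot be told apart in either. A difference between fractions in what they hold stays open.

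The rRNA operon was covered more in membrane than in stroma in Col0, sig2-2, sig6-1 and Day of part 1. Sequence from rRNA of other organisms is a possible explanation, and it would not raise the intron-containing spacer gene trnI. The log2 ratios of trnI were 0.70 in Col0, 0.56 in sig2-2 and 1.03 in Day (limma adjusted p 0.000482, 0.00318 and 5.64e-05), which speaks against it. In sig6-1, where the log2 difference of the operon was 0.55 (exact permutation p 0.1), trnI stood at 0.18 (limma adjusted p 0.483). This explanation cannot be told apart from others there, because trnI has no call and rRNA of other organisms would leave it without one. In the 24 libraries of Col0, sig2-2, sig6-1 and Night in part 1 the operon stood above single-copy coverage in both fractions, with a lowest ratio of 1.62. With reads of the repeat placed in 1 copy each, division of whole genomes between the fractions alone would place at least 1 fraction at or under 1, so it cannot be the only source. Uneven recovery or mapping of the repeat, for which no test was found, may be part of it.

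In Night no window passed (25 at an unadjusted p under 0.05). Exchanged fraction labels in 1 replicate could hide a difference, but no other split of its libraries gave more than 0 windows, which argues against that.

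The operon ratio was also compared between conditions and parts. Tests paired by replicate number were run first and were replaced by unpaired ones after their p-values had been seen, because the numbers do not pair the fractions in Col0 and sig2-2 of part 1. Both are given. In part 2 the log2 difference between fractions changed by -0.78 in sig2-2 against Col0 (exact permutation p 0.177 unpaired and 0.0286 with the replicate block, adjusted 0.31 and 0.1 over 7 tests). For chl27 it changed by -0.71 (exact permutation p 0.166 and 0.0286, adjusted 0.31 and 0.1), and for chlm by -0.52 (exact permutation p 0.225 unpaired; -0.54 and p 0.114 with the block). In chl27 stroma, replicate 2 had an operon ratio of 2.17 (others 0.751 to 0.891), so the chl27 change leans on that library. In sig2-2 stroma of part 2, replicate 2 was also the highest, at 2.43. In part 1 the changes were -1.04 for Night against Day (exact permutation p 0.105 and 0.1), -0.55 for sig6-1 (p 0.09 and 0.1), 0.034 for sig2-2 (p 0.945 and 0.9) and 0.15 for Day against Col0 (p 0.85 and 0.5). Between parts sig2-2 differed by 1.23 (exact permutation p 0.243 unpaired, 0.0286 paired) and Col0 by 0.42 (p 0.652 and 0.114). The unpaired tests exchange libraries between parts whose operon coverage differs in both fractions (4.16 and 1.36 in Col0 membrane, 1.94 and 0.820 in Col0 stroma), which widens their reference. A protocol that shifted both genotypes alike may explain the step of sig2-2. The steps, tested by exchanging genotypes within each part and fraction, differed by 0.82 (exact permutation p 0.233 unpaired, 0.106 with pairs in part 2 alone and 0.05 with pairs in both parts). The protocol cannot be told apart from a difference between genotypes, since none of these p-values is under 0.05, and the last one uses pairs that the libraries of part 1 do not show.

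Across windows, which are not independent, the membrane to stroma profile of Col0 correlated at 0.91 between the parts, and that of sig2-2 at -0.43.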
